A study of Mus musculus with 4 samples.

How the data were processed

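The series held 4 single-cell RNA sequencing libraries of mouse testis, 1 per group. Per the labels, all came from C57BL/6 mice that carry a green fluorescent protein transgene under the Acr promoter. A pair of libraries came from testes taken 7 days postpartum (dpp), cut into fragments and kept in organ culture for 2 or 7 days. Per the labels, the fragments sat on agarose in α-MEM with AlbuMAX under a ceiling chip made of PDMS, a silicone. The other libraries came from testes taken at 9 dpp and 14 dpp without culture. Per the labels, the cells were released with collagenase and trypsin, the libraries were made with the Chromium Single Cell 3′ v2 kit and they were sequenced on an Illumina HiSeq X instrument. The label text on library preparation speaks of female gonads, so the sex of the cells was checked from the data.

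The deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, made with Cell Ranger 3.0.2 per the file headers. The labels and headers name no genome build, annotation or cell calling settings. All 4 matrices list the same 31053 gene identifiers with 31017 symbols. Counts of 36 symbols with more than 1 identifier were added up. Of the identifiers, 30934 were found in GENCODE M21 on GRCm38 and 119 were not. Gene positions were taken from that annotation by identifier. No feature for green fluorescent protein is in the files.

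The deposited barcodes numbered 24851. Barcodes with at least 500 detected genes and at most 20% mitochondrial UMIs were kept. Scrublet, as in scanpy 1.11.5, was run on each library with an expected rate of 6%, and its calls were removed. The kept cells were scaled to a common total and log transformed. The 2000 most variable genes among those seen in at least 20 cells were picked, leaving out mitochondrial genes and the genes of the lists below that are not cell class markers. The cells of all libraries were clustered together with Leiden (leidenalg 0.10.2, resolution 1) on 30 principal components and 20 neighbours. No correction for differences between libraries was applied. Clusters were named from fixed marker lists of 12 cell classes. A marker counted as detected in a cluster when at least 10% of the cells had it and its level was at least 0.2 of its highest level in any cluster. The class with the best mean relative level among classes with at least 3 detected markers gave the name. This order of the rule was set after the data were seen. A cluster stayed unnamed when more of its 10 leading genes were markers of another class, or when its cells had few UMIs for their library and no marker was among the leading genes. Stromal-like and myoid-like cells were also counted as 1 class, a choice made after the data were seen. No cluster was named for lymphocytes, neutrophils, mast cells or erythroid cells.

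Shares of cells have exact Clopper-Pearson intervals at 95%, and log2 ratios of shares have Katz intervals. Germ-like cells with at least 2000 UMIs were thinned to 2000 UMIs without replacement. A cell was counted for a stage list when at least 3 of these UMIs came from the list. The 4 stage lists covered undifferentiated spermatogonia, differentiating spermatogonia, early prophase and pachytene. The same share was computed in Sertoli-like cells as the background.

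For expression, UMIs were summed over all kept cells of a library, or over the cells of a class with at least 50 cells in each library, and divided by the total to give CPM, the count of a gene scaled to a fixed library total. Ratios are log2 ratios of CPM plus 1, for genes with at least 50 UMIs over the 4 libraries. CPMs have exact Poisson intervals. The value of a gene list is the median ratio over its genes, with a 95% interval from 400 Poisson resamples of the counts. Its percentile was taken among 10000 random lists of the same size, matched on mean expression in 20 bins. The 11 lists were inflammation, interferon response, immediate early and heat shock, hypoxia and glycolysis, oxidative stress, matrix and wound response, cholesterol synthesis, proliferation, steroid synthesis without the Leydig-like markers, Sertoli maturation and macrophage states. List medians were also computed with a library at 0 UMIs set to a floor of 3 UMIs and no added constant.

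The comparisons were the 2-day culture against 9 dpp, the 7-day culture against 14 dpp, and the change with time in vivo and in culture. The culture time adds up to the in vivo age in both pairs. Named genes were, for the whole library and for each class, the 5 higher and the 5 lower genes with ratios of the same sign in both pairs and the largest smaller absolute ratio. Mitochondrial genes and markers of the class were left out. The cell filter, the class markers, the lists, the named gene rule, the comparisons and all alternatives but those named as later choices were fixed before the data were examined. With 1 library per group there is no replicate error, so no test between groups was run, and all intervals cover counting error only.

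The alternatives were all deposited barcodes, a stricter cell filter (at least 1000 genes and at most 10% mitochondrial UMIs), doublet calls kept, Leiden resolution 0.5 or 2, and each library clustered on its own. For shares, cells in named classes alone or somatic cells alone were used as the total. Stage calls were repeated with at least 2 or at least 5 list UMIs, thinning to 1000 UMIs, or no thinning. Ratios were repeated with 0.1 or 10 added to the CPM, no UMI minimum, TMM factors from edgeR 4.0.16, and each cell weighted equally. Lists were repeated without their highest and lowest gene, which cannot move a median, and with random lists matched in 5 bins. Naming unnamed clusters by their closest class, subtracting the stage share of Sertoli-like cells with or without 1 cluster, leaving out that Sertoli-like cluster, in which germ cell transcripts were frequent, and leaving Ccnd2 out of the undifferentiated spermatogonia list were added after the data were seen. Transcripts of 2 named genes were searched against all transcripts of GENCODE M21 with blastn 2.17.0.

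The measures were tested on simulated data drawn from the summed counts. Of 200 genes changed 4-fold among 16243 genes, 200 had the right sign in each pair. The median absolute error was 0.04 log2 in the 2-day pair and 0.03 log2 in the 7-day pair. All 10 genes named by the rule were changed ones, and 0 unchanged genes had a ratio beyond 1 log2. The changed genes were picked among well expressed ones, and only counting error was simulated. Right signs were therefore bound to appear. They do not test genes with few UMIs, as some genes of the inflammation list had in vivo. Of 200 random lists, 10 fell outside the central 95%. Of 50 lists made mostly of raised genes, with some unchanged ones, 50 were above the 97.5 percentile, and 42 had the true median inside the counting interval. Those intervals are therefore somewhat too narrow. Equal stage shares at the unequal depth of the 2-day pair gave a log2 ratio of 0.04 after thinning and −0.63 without it. Exact intervals covered 95% of 500 simulated shares, and Katz intervals covered 95.8% of the ratios. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9 and R 4.3.3.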

Results

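The 4 libraries held 7710 deposited barcodes in the 2-day culture, 5149 in the 7-day culture, 5465 at 9 dpp and 6527 at 14 dpp. Their total counts were 34491701, 38632065, 60829941 and 58369264 UMIs, in the same order. Medians per deposited barcode were 3416, 5417, 8489 and 6269 UMIs, and 1643, 2308, 3097 and 2571 genes. The median mitochondrial share ranged from 4.74% in the 7-day culture to 5.36% at 14 dpp. The filter and the removal of doublet calls left 6879, 4817, 5146 and 6219 cells. Each group had 1 library, so the differences given here have no replicate check and the culture cannot be separated from the library. The labels give no date or sequencing batch, so no value within a batch could be computed. The Y-linked gene Eif2s3y had 3867, 5120, 6772 and 7339 UMIs, and Xist had 47, 98, 68 and 111 UMIs, which is the pattern of male cells. Ddx3y, Kdm5d and Uty each had at least 265 UMIs in each library. Acr, whose promoter drives the transgene, had 1 UMI in the 2-day culture, 137 in the 7-day culture, 4 at 9 dpp and 313 at 14 dpp.

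The series title names an inflammatory response in cultured testes, and the pairs of culture and in vivo libraries address how cultured tissue differed from tissue of the same total age. The first comparison was the mixture of cells. Germ-like cells made up 39.3% of the 2-day culture (95% interval 38.2% to 40.5%) and 46.7% of 9 dpp (45.3% to 48.0%), a log2 ratio of −0.25 (−0.31 to −0.19). They made up 50.9% of the 7-day culture (49.5% to 52.3%) and 55.5% of 14 dpp (54.2% to 56.7%), a log2 ratio of −0.12 (−0.18 to −0.07). The alternative that moved the germ-like ratio of the 7-day pair most was the stricter cell filter, with −0.37. With each library clustered on its own that ratio was 0.03, so its direction was not stable. From the younger to the older library, the germ-like share rose by a log2 ratio of 0.25 (0.20 to 0.30) in vivo and 0.37 (0.31 to 0.43) in culture.

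Sertoli-like cells made up 10.8% of the 2-day culture (10.0% to 11.5%) and 17.0% of 9 dpp (16.0% to 18.1%), a log2 ratio of −0.66 (−0.79 to −0.53). In the 2-day pair this direction depended on how an unnamed cluster of low depth was counted. With the stricter filter the ratio was −0.26 (−0.39 to −0.14). With each library clustered on its own the shares were 10.8% and 17.2%. When unnamed clusters were given their closest class, or at resolution 0.5, the ratio was 0.05. The shares of the 7-day pair were 11.1% (10.2% to 12%) and 17.4% (16.5% to 18.4%), a log2 ratio of −0.65 (−0.79 to −0.51). At 14 dpp 339 of these cells formed a cluster in which germ cell transcripts were frequent. Without that cluster, an alternative chosen after the values were seen, the shares were 11.0% and 12.7%, and the ratio was −0.21 (−0.36 to −0.06). Stromal- or myoid-like cells made up 36.4% of the 2-day culture (35.2% to 37.5%) and 29.2% of 9 dpp (28.0% to 30.5%), a log2 ratio of 0.32 (0.24 to 0.39). For the 7-day pair the shares were 30.9% (29.6% to 32.2%) and 17.4% (16.5% to 18.4%), a log2 ratio of 0.83 (0.73 to 0.93). Split into 2 classes, myoid-like cells numbered 5 in the 2-day culture, 7 in the 7-day culture, 664 at 9 dpp and 619 at 14 dpp. The log2 ratios of the myoid-like share were −7.47 and −6.10, and those of the stromal-like share were 1.15 and 2.05, in the 2-day and 7-day pairs. With each library clustered on its own the myoid-like ratios were 0.33 and 0.42, so only the merged class is compared further.

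The rarer classes were less certain. Macrophage-like cells numbered 10, 19, 27 and 53 in the 2-day culture, the 7-day culture, 9 dpp and 14 dpp. Their share was lower in culture in both pairs, with log2 ratios of −1.85 (−2.90 to −0.81) and −1.11 (−1.87 to −0.36). Leydig-like cells made up 1.67%, 2.08%, 2.16% and 2.62% of the libraries, and pericyte-like cells 0.80%, 1.04%, 1.07% and 1.38%. The intervals of their ratios included 0 in both pairs, so a difference was not detectable at this depth. Endothelial-like cells had a log2 ratio of 1.17 (0.50 to 1.83) in the 2-day pair and −0.36 (−1.02 to 0.30) in the 7-day pair. Whether these differ was not tested. Unnamed cells numbered 680, 146, 149 and 254.

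**Figure D1:**
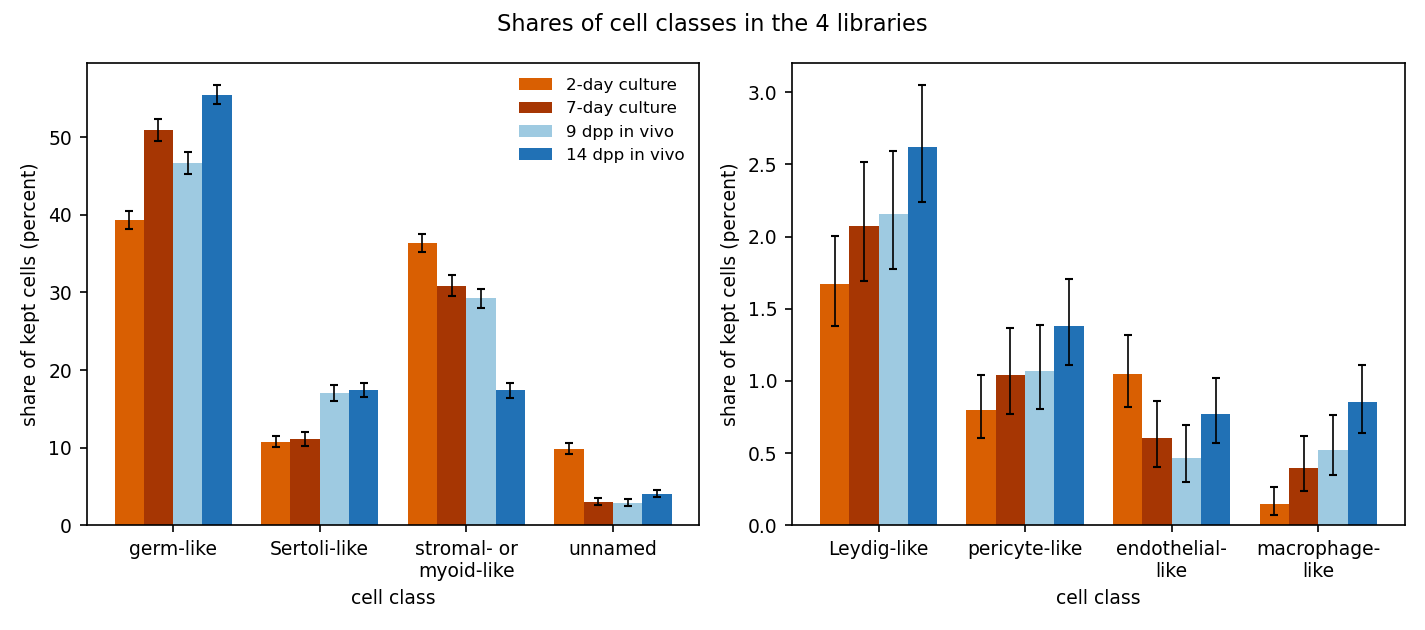
Shares of the kept cells in percent for each cell class, as bars for the 4 libraries with exact 95% intervals for counting error. The stromal- or myoid-like share was 36.4% in the 2-day culture and 30.9% in the 7-day culture, against 29.2% at 9 dpp and 17.4% at 14 dpp.

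Several clusters came almost entirely from 1 side of the comparison. A stromal-like cluster led by Mgp, Igfbp5 and Bgn held 1116 cells of the 2-day culture and 664 of the 7-day culture, against 0 cells of 9 dpp and 6 of 14 dpp. With each library clustered on its own, 1091 of the 1116 and 651 of the 664 were named myoid-like, so its name is not certain. Another stromal-like cluster, led by Cxcl5, Ccl2 and Ly6a, held 1347 cells of the 2-day culture, 52 of the 7-day culture, 2 of 9 dpp and 0 of 14 dpp. A cluster led by Apoe, C3 and Lum held 31, 760, 4 and 4 cells in that order. A germ-like cluster led by Olfr655 and Il11 held 11, 19, 781 and 742 cells. Such clusters can follow the library as much as a cell type, and no correction for library was applied.

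The second comparison was the stage of the germ-like cells. The minimum of 2000 UMIs for thinning left out 463 of 2704 germ-like cells in the 2-day culture, 122 of 2452 in the 7-day culture, 32 of 2401 at 9 dpp and 76 of 3450 at 14 dpp, and the shares are of the cells left. After thinning, 5.80% of them in the 2-day culture and 13.4% at 9 dpp had at least 3 UMIs of the undifferentiated spermatogonia list, a log2 ratio of −1.21 (−1.49 to −0.92). Shares in the 7-day pair were 4.03% and 7.23%, a log2 ratio of −0.84 (−1.18 to −0.51). The same share in Sertoli-like cells, which lack these stages, was 6.90% at 9 dpp and at most 1.33% in the other libraries. Subtracting it left 5.52% and 6.48% in the 2-day pair, a log2 ratio of −0.23 (−0.79 to 0.32), and −1.38 in the 7-day pair. At 9 dpp Ccnd2, a gene of the list, had 394 CPM in Sertoli-like cells and 140 CPM in germ-like cells. Without Ccnd2 the Sertoli-like share was at most 0.190%, and the ratios were −2.26 and −0.96. Both of these alternatives were chosen after the shares were seen. The size of the difference in the 2-day pair thus depended on this gene. Under subtraction the interval included 0, but this decides nothing. The Sertoli-like share at 9 dpp was 0.115% without Ccnd2, so most of what was subtracted came from Ccnd2 in Sertoli-like cells. The differentiating spermatogonia list was reached by 71.5% of germ-like cells in the 2-day culture and 48.6% at 9 dpp, a log2 ratio of 0.56 (0.49 to 0.63). The 7-day pair had shares of 49.7% and 53.5%, a log2 ratio of −0.11 (−0.18 to −0.03). Without thinning the ratio of the 2-day pair was −0.11, and with the Sertoli-like share subtracted that of the 7-day pair was 0.07. Most of what was subtracted at 14 dpp lay in the cluster with germ cell transcripts, and without that cluster the ratio was −0.11. All UMIs of the list together were 2179 CPM in the 2-day culture and 1423 CPM at 9 dpp, and 1441 CPM in the 7-day culture and 1491 CPM at 14 dpp. The early prophase list was reached by 83.4% and 67.4% in the 2-day pair, a log2 ratio of 0.31 (0.26 to 0.36), and by 90.6% and 85.8% in the 7-day pair, a log2 ratio of 0.08 (0.05 to 0.11). Without thinning these ratios were −0.07 and 0.00. Thinning was applied because germ-like cells had medians of 3626.5 UMIs in the 2-day culture, 6553 in the 7-day culture, 11378 at 9 dpp and 7364.5 at 14 dpp. Sertoli-like cells had medians of 7368.5, 9774, 14205 and 10210 UMIs. Their share for the early prophase list was 1.54%, 2.86% and 3.45% in the first 3 libraries and 24.7% at 14 dpp. For the differentiating list it was at most 6.32%, at 14 dpp.

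The pachytene list was reached by 1.61% of germ-like cells in the 2-day culture, 20% in the 7-day culture, 1.39% at 9 dpp and 9.40% at 14 dpp. The Sertoli-like background for this list was 0.140%, 2.67%, 0.805% and 4.55%. The share rose with time by a log2 ratio of 2.75 (2.24 to 3.27) in vivo and 3.64 (3.16 to 4.12) in culture. Without thinning the in vivo ratio was −0.11. In the 2-day pair the ratio was 0.21 (−0.47 to 0.88), which was not a detectable difference. In the 7-day pair it was 1.09 (0.90 to 1.28), yet the median ratio of the list over summed germ-like cells was −0.27 (−0.33 to 0.02), and all pachytene list UMIs together were 1575 CPM in the 7-day culture and 1754 CPM at 14 dpp. Equal numbers of thinned UMIs and summed UMIs thus gave opposite orders, and no order of the 7-day culture and 14 dpp is read from them. A germ-like cluster led by Ldhc and Fabp9 held 69 cells of the 7-day culture and 105 of 14 dpp, and 0 of the other libraries. By summed counts, the median ratio of the pachytene list rose by 3.14 (2.96 to 3.27) in vivo and 2.68 (2.33 to 2.90) in culture. The medians of the other stage lists in summed germ-like cells were −1.10 and −0.49 for undifferentiated spermatogonia in the 2-day and 7-day pairs, 0.05 and −0.28 for differentiating spermatogonia, and 0.81 and 0.27 for early prophase. The interval of the value 0.05 included 0. With each cell weighted equally, the early prophase median of the 7-day pair was −0.01.

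**Figure D2:**
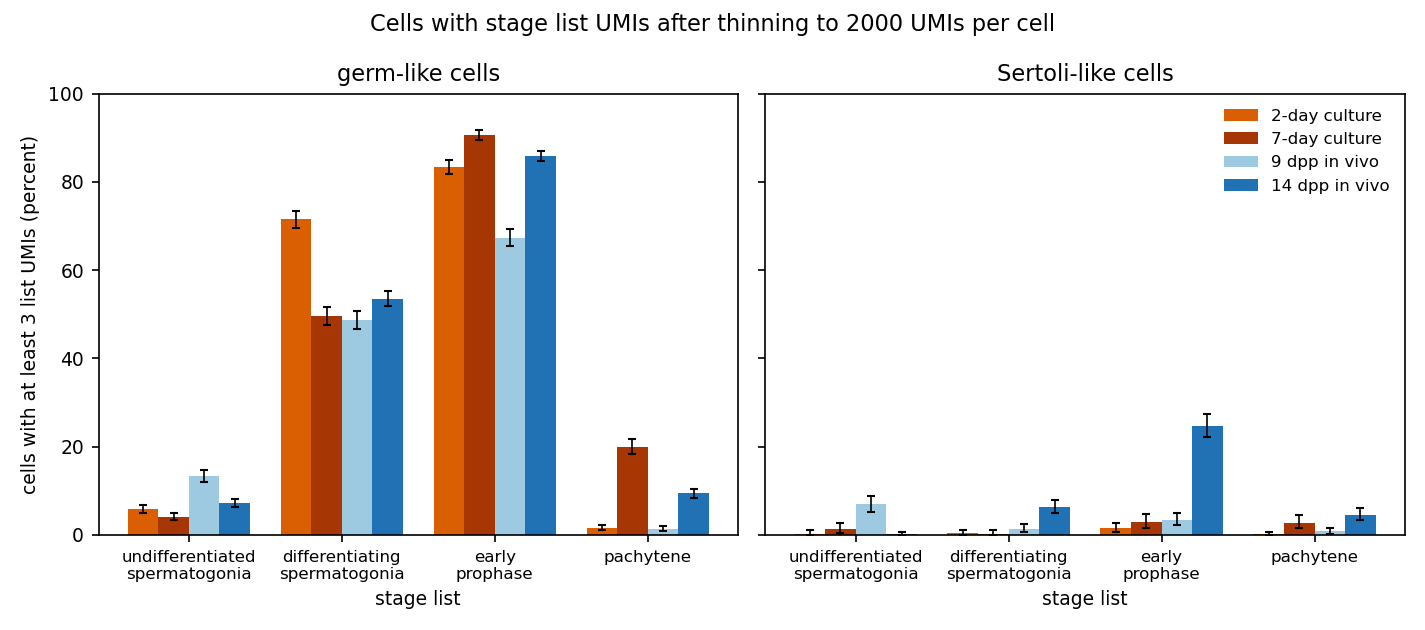
Percent of germ-like cells and, for comparison, of Sertoli-like cells with at least 3 UMIs of each stage list after thinning to 2000 UMIs per cell, as bars for the 4 libraries with exact 95% intervals. The Sertoli-like share stayed at or below 6.90% except for the early prophase list at 14 dpp, where it was 24.7%.

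The third comparison was expression over the whole library. Total UMIs of the kept cells were 32076930, 37132575, 57503743 and 56562376. The median ratio of all 16622 genes was −0.12 in the 2-day pair and 0.00 in the 7-day pair. TMM factors moved it to 0.02 in the 2-day pair, and from −0.17 to −0.04 in stromal- or myoid-like cells of that pair. Between the cultures they moved it from 0.07 to −0.04. The inflammation list had 33 genes with enough UMIs. In the 2-day pair 33 of them were higher in culture, with a median log2 ratio of 2.45 (2.33 to 2.67). In the 7-day pair 32 were higher, with a median of 1.61 (1.52 to 1.86). Both medians lay above all 10000 random lists. Adding 0.1 in place of 1 to the CPM gave 3.65 and 2.72. No added constant, with libraries at 0 UMIs set to the floor, moved them furthest, to 4.67 and 2.97. Over time, the list moved by 0.04 (0.00 to 0.07) in vivo, and fell by 0.94 on the log2 scale (−1.10 to −0.91) from the 2-day to the 7-day culture.

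The interferon response list had 25 genes and medians of 2.45 (2.31 to 2.68) and 0.64 (0.55 to 0.71) in the 2-day and 7-day pairs. It moved by 0.21 (0.09 to 0.26) in vivo and −1.48 (−1.54 to −1.43) in culture. The matrix and wound response list had medians of 1.49 (1.40 to 1.59) and 1.10 (0.98 to 1.23). The immediate early and heat shock list had medians of 0.44 (0.37 to 0.46) and 1.80 (1.77 to 1.85). It fell by 0.47 on the log2 scale from 9 to 14 dpp and rose by 0.58 between the cultures, so the larger ratio of the 7-day pair came from both sides. The proliferation list had medians of −0.44 (−0.48 to −0.41) and −0.14 (−0.18 to −0.11), and the Sertoli maturation list −0.60 (−0.86 to −0.37) and −0.36 (−0.54 to −0.18). The cholesterol synthesis list had medians of 0.22 (0.18 to 0.27) and −0.19 (−0.21 to −0.12). Of the remaining lists, the medians were 0.19 (0.14 to 0.25) and 0.23 (0.17 to 0.33) for oxidative stress, and 0.06 and 0.04 for hypoxia and glycolysis, both with intervals that included 0. The steroid synthesis list, which leaves out the Leydig-like markers, had 0.05, with an interval that included 0, and −0.17 (−0.21 to −0.13). It thus does not cover such markers as Insl3, with 4.80 CPM in the 2-day culture and 42.6 CPM at 9 dpp, or Cyp11a1, with 128 and 75.9 CPM, which were picked after their values were seen. The macrophage states list had 0.05, with an interval that included 0, and 0.33 (0.17 to 0.49). Without the UMI minimum, or with cells weighted equally, the last value was −0.07 or −0.29.

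**Figure D3:**
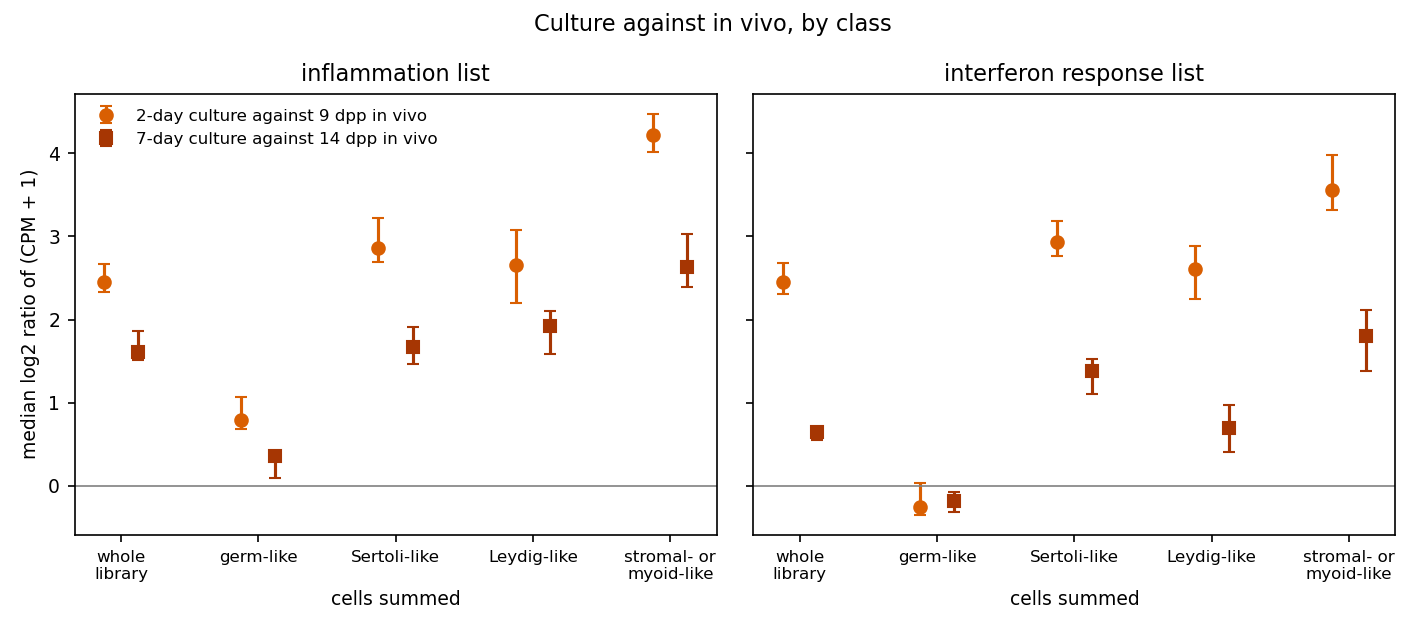
Median log2 ratio of CPM plus 1 of the inflammation list and the interferon response list, culture against in vivo, for the whole library and 4 classes; points mark the 2-day pair, squares the 7-day pair, and bars the 95% counting intervals. The inflammation medians ranged from 0.79 in germ-like cells to 4.22 in stromal- or myoid-like cells in the 2-day pair.

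The same lists were compared within classes. In stromal- or myoid-like cells the inflammation median was 4.22 (4.01 to 4.48) in the 2-day pair and 2.63 (2.39 to 3.02) in the 7-day pair. Sertoli-like cells had 2.86 (2.70 to 3.23) and 1.67 (1.46 to 1.91), and Leydig-like cells 2.65 (2.20 to 3.07) and 1.93 (1.59 to 2.10). Germ-like cells had 0.79 (0.68 to 1.06) and 0.36 (0.09 to 0.41), over 18 genes. Free RNA of other cells gives germ-like cells part of such UMIs, and after an estimate of it was subtracted the germ-like medians were 0.25 (0.11 to 0.49) and 0.00 (−0.09 to 0.13). The same subtraction left 2.62 (2.26 to 2.88) and 1.81 (1.46 to 1.93) in Sertoli-like cells and 2.04 (1.69 to 2.42) and 1.65 (1.32 to 1.89) in Leydig-like cells. In pericyte-like cells, which numbered 50 to 86 per library, the medians over 9 genes were 9.05 in the 2-day pair and 1.26 in the 7-day pair, and the interval of the latter started at 0. The 9.05 depends on the constant and the UMI minimum, since it was 12.37 with 0.1 added, 5.75 with 10 added and 3.61 with no minimum. The 7-day value ranged from 0.06 to 1.74. The interferon response list had medians of 3.56 and 1.80 in stromal- or myoid-like cells, 2.94 and 1.39 in Sertoli-like cells, 2.61 and 0.70 in Leydig-like cells, and 3.46 and 1.36 in pericyte-like cells. In germ-like cells it had −0.25 (−0.35 to 0.03) and −0.18 (−0.32 to −0.08). Differences between classes were not tested.

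The immediate early and heat shock list had medians of −0.05 (−0.10 to 0.00) and 0.81 (0.75 to 0.87) in stromal- or myoid-like cells, −0.47 (−0.62 to −0.38) and 0.35 (0.18 to 0.44) in Leydig-like cells, and 0.34 and 2.96 in Sertoli-like cells. With TMM factors the value of −0.05 was 0.10. In germ-like cells the medians were 0.07, with an interval that included 0, and 0.28 (0.21 to 0.34). The proliferation list fell by 2.19 and 1.31 on the log2 scale in Sertoli-like cells. Without the 14 dpp cluster with germ cell transcripts, which had high depth, the ratio of the 7-day pair was 0.02 (−0.31 to 0.13). The other Sertoli-like medians of the 7-day pair without it were 1.70 for inflammation, 1.26 for interferon response, 2.67 for immediate early and heat shock and −0.56 for Sertoli maturation. The proliferation medians were −0.65 and −0.74 in stromal- or myoid-like cells, with 2.07 in the 2-day pair when each library was clustered on its own. They were 0.01 and 0.05 in germ-like cells and −0.66 and −1.25 in Leydig-like cells, where 6 alternatives gave a positive value in the 2-day pair. The Sertoli maturation list had −0.45 and −0.35 in Sertoli-like cells, and the steroid synthesis list −0.52 and −1.25 in Leydig-like cells. The Sertoli maturation median of the 7-day pair was 0.05 with doublet calls kept.

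Of the genes named by the fixed rule, Saa3 (ENSMUSG00000040026, GRCm38 chromosome 7, 46711998 to 46715700) had 10386 CPM in the 2-day culture (10351 to 10422), 606.9 in the 7-day culture (599 to 615), 1.11 at 9 dpp (0.857 to 1.42) and 0.813 at 14 dpp (0.595 to 1.08). Its log2 ratios were 12.26 and 8.39. Hp had 454.7, 65.8, 0.122 and 0.0530 CPM, and C3 had 99.8, 88.1, 0.435 and 0.477 CPM. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) had 744, 98.5, 1.46 and 1.59 CPM, with log2 ratios of 8.24 and 5.26. Gm10260, which is nearly identical in sequence to Rps18, had 339, 213, 5.62 and 3.84 CPM. Its reads cannot be assigned to it with certainty. The lower genes were 1700011M02Rik, with 3.37, 17.2, 112 and 385 CPM, and Cyp17a1 (ENSMUSG00000003555, chromosome 19, 46667165 to 46673172), with 1.34, 3.88, 110.0 and 53.4 CPM. Next were Ren1, with 9.26, 0.377, 111 and 28.8 CPM, Gm8797, with 16.1, 14.2, 167 and 163 CPM, and Gm9112, with 0.592, 1.40, 13.3 and 209.5 CPM. Gm8797 is similar in sequence to Ubb. With each cell weighted equally, 5 of the 5 higher and 2 of the 5 lower genes were named again. With 0.1 added to the CPM, 3 of the higher and 2 of the lower genes were.

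**Figure D4:**
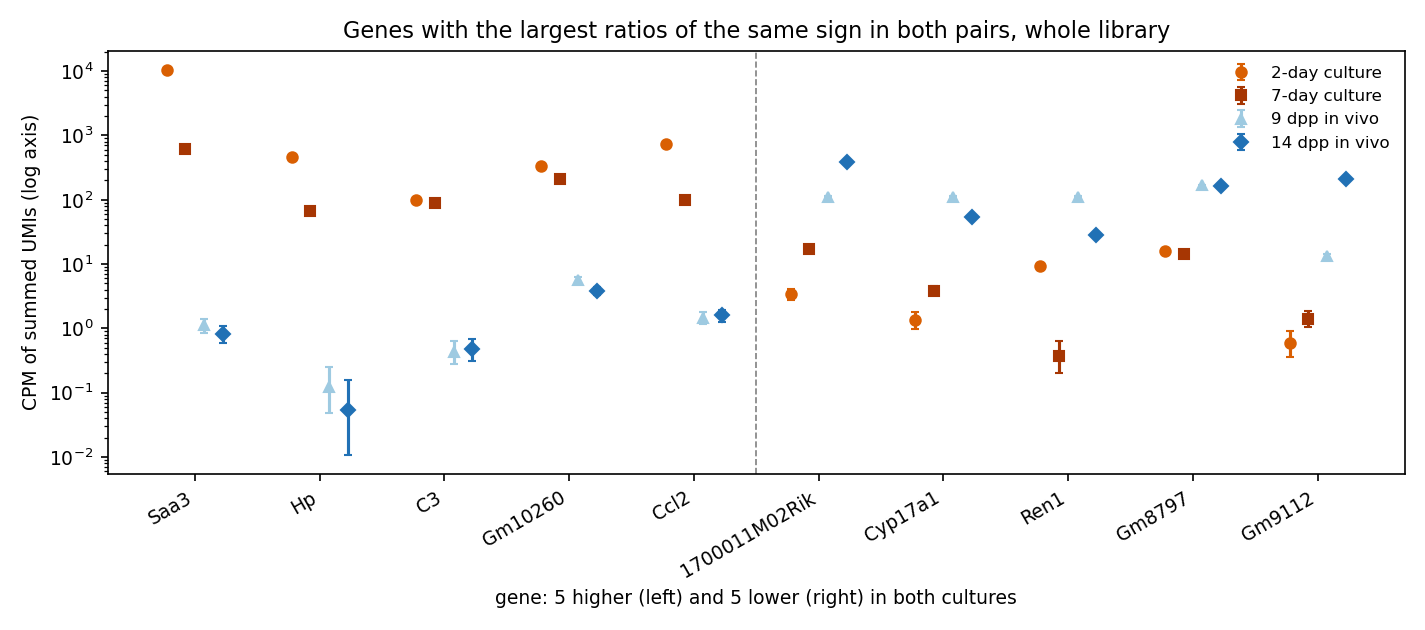
CPM of the summed UMIs on a log axis for the 10 genes named over the whole library, with exact 95% Poisson intervals, for the 4 libraries. The 5 genes on the left were higher in both cultures, such as Saa3 with 10386 CPM in the 2-day culture and 1.11 CPM at 9 dpp, and the 5 on the right were lower, such as Cyp17a1 with 1.34 and 110.0 CPM.

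With 0.1 added, the number of the 5 higher and of the 5 lower genes named again was 4 and 0 in germ-like, 3 and 3 in Sertoli-like, 4 and 4 in Leydig-like and 4 and 2 in stromal- or myoid-like cells. With 10 added it was 1 and 3, 3 and 2, 4 and 1, and 4 and 4. The names within classes therefore depend on the constant, above all in germ-like cells. The higher genes of stromal- or myoid-like cells were Saa3, Hp, C3, Serpina3g and Ccl2. There Saa3 had 28903 CPM in the 2-day culture, 3078 in the 7-day culture, 1.17 at 9 dpp and 1.68 at 14 dpp. The lower genes were Tppp3, Clec3b, Ssu2, Gm8797 and Tbata. In Sertoli-like cells the higher genes were Gm10260, Cebpd, Saa3, C1s1 and Lcn2. Cebpd had 259.6, 229.6, 2.64 and 4.14 CPM, and Saa3 had 406 and 28.0 CPM in culture against 0.858 CPM at 9 dpp and 0 UMIs at 14 dpp, which allows up to 0.207 CPM. The Saa3 levels in culture were 1.41% and 0.910% of the stromal- or myoid-like ones, inside the range of the stromal-like markers (0.646% to 1.80% and 0.192% to 2.14%), so free RNA is enough for them too. The lower genes were Gm9112, 1700011M02Rik, Gm8797, Gm15543 and Tmsb15b2. In Leydig-like cells Hp, Saa3, Wisp2, Gm10260 and Spon1 were higher, and Ren1, Ins2, Camk2n2, Ankrd63 and C1s2 were lower. Ren1 had 151, 2.09, 4003 and 726 CPM in these cells. In germ-like cells Gm10260, Saa3, Gm48780, Ccl2 and Mgp were higher, and Gm8797, Gm13075, Gm43409, Gm26785 and Il11 were lower. Saa3 had 292 CPM in germ-like cells of the 2-day culture, which is 1.01% of its stromal- or myoid-like level. The stromal-like markers had a median of 1.07% there (0.566% to 2.31%), and Ccl2 had 1.42% and Mgp 1.26%. In the 7-day culture Saa3, Ccl2 and Mgp had 0.263%, 0.669% and 0.342%, with markers at 0.183% to 0.985%. Free RNA of other cells is thus enough to give these levels, and they are not read as expression of germ-like cells. Il11 had 18.1, 17.2, 291 and 129 CPM there. In pericyte-like cells Gm10260, Plac8, Serpina3g, Saa3 and Timp1 were higher, and Rergl, Rgs17, Fbxl22, Cnn1 and Actg2 were lower.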

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

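The tests of the immediate early and heat shock list, the subtraction of the Sertoli-like stage share with or without 1 cluster, and the alternative that leaves that cluster out were chosen only after the result was seen. The pairs are compared here because the culture ratio had opposite signs in them, each with a counting interval that excluded 0. With 1 library per group, none of these differences between the pairs was tested.

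The share of unnamed cells was higher in the 2-day culture than at 9 dpp, with a log2 ratio of 1.77, and lower in the 7-day culture than at 14 dpp, with a log2 ratio of −0.43. Unnamed cells were 9.89% of the kept cells of the 2-day culture, which no comparison by class used. They came from a cluster of low depth with 486 cells of the 2-day culture and a cluster over all libraries with 194. Haemoglobin genes led the latter because of its 14 dpp cells, where they took 0.357% of the UMIs. In its cells of the 2-day culture they took 0.00037%, and mitochondrial genes took 7.50%, near the 7.85% of germ-like cells. Among cells with at least 2000 UMIs the shares were 3.58% in the 2-day culture and 2.69% at 9 dpp, a log2 ratio of 0.41 (0.10 to 0.72), and 2.72% and 4.17% in the 7-day pair. That limit leaves unequal depth above it, with medians of 3606 and 8542.5 UMIs among all kept cells of the 2-day pair. Low depth and a change of the tissue cannot be told apart here, because depth differs between the libraries and each group has 1. The sign of the 7-day pair was not stable either, since it was 0.63 with all deposited barcodes and 0.29 with the stricter filter.

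The share of germ-like cells that reached the differentiating spermatogonia list had a log2 ratio of 0.56 in the 2-day pair and −0.11 in the 7-day pair. A single gene of the list could give opposite signs. After leaving out each of the 8 genes in turn the signs stayed opposite, with −0.088 in the 7-day pair without Sohlh1 as the value closest to 0 there and 0.15 in the 2-day pair without Stra8 as the closest there. Stra8 carries most of the size in the 2-day pair, with 1270 CPM in the culture and 598 CPM at 9 dpp in germ-like cells. All UMIs of the list together, which need no thinning, were 2179 CPM against 1423 CPM, while the median ratio over its genes was 0.05. Subtracting the Sertoli-like share gave 0.068 in the 7-day pair, but the share subtracted at 14 dpp was 6.32% with and 0.444% without the cluster that held germ cell transcripts, and without it the ratio was −0.11. With each library clustered on its own it was −0.020, so the lower share of the 7-day culture was small. A shift of the germ cells toward this stage in early culture stays open and was not tested.

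The cholesterol synthesis list had a median log2 ratio of 0.22 over the whole 2-day pair and −0.19 over the whole 7-day pair. If the changed mixture of classes were the cause, class profiles of the in vivo library with the culture's shares would give the same values. They gave −0.019 in the 2-day pair and −0.068 in the 7-day pair. The mixture as classed here thus does not account for the higher value and covers only part of the lower one. It kept stromal-like and myoid-like cells apart, and the merged class was not used. Over 14 alternatives the value stayed between 0.17 and 0.39 in the 2-day pair and between −0.23 and −0.11 in the 7-day pair. Other resolutions, separate clustering, naming unnamed clusters and leaving out the highest and lowest gene could not move a whole library median. A biological difference between short and long culture stays open as untested.

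The immediate early and heat shock list had median log2 ratios of −0.47 and 0.35 in Leydig-like cells and −0.047 and 0.81 in stromal- or myoid-like cells, for the 2-day and 7-day pairs. The value of −0.047 changed sign with TMM factors, to 0.10, and with cells weighted equally, to 0.044. Stress during dissociation may raise these genes in a whole library. The 7-day ratio was above 0 in germ-like cells as well, at 0.28 (0.21 to 0.34), and was 2.96 in Sertoli-like cells, while pericyte-like cells had −0.17 (−0.33 to 0.04). A class can answer less to the same stress, so dissociation and culture cannot be told apart for this list in the 7-day pair, because each group was dissociated once.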

How the results depend on the processing

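Giving unnamed clusters their closest class, merging stromal-like with myoid-like cells, subtracting the Sertoli-like stage share, leaving out the Sertoli-like cluster with germ cell transcripts and leaving out Ccnd2 were chosen only after the results were seen. In all, 198 results, 34 of which answer a comparison, were recomputed under 24 alternatives, which gave 2343 values. Of these, 1994 stayed inside the counting interval of the value reported, 320 left that interval without changing a clear sign, and 29 changed the sign of a value whose interval excluded 0. Since the intervals cover counting error only, leaving them is a low bar. Part of the 1994 values could not move by construction. Leaving out the highest and lowest gene, with 66 and 14 values, cannot move a median. Other clusterings leave the whole library sums unchanged, and leaving out a Sertoli-like cluster leaves the sums of other classes unchanged. The 1994 is therefore not a count of passed checks. No paired analysis was possible because the labels pair no animals and each group had 1 library.

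The inflammation list stayed higher in both cultures over the whole library and in germ-, Sertoli-, Leydig- and stromal- or myoid-like cells under all 14 of these alternatives. The lowest value was 0.055 in germ-like cells of the 7-day pair with 10 added to the CPM. Leaving out the highest and lowest gene cannot move a median, so it is no check. Other resolutions, separate clustering and naming unnamed clusters leave the whole library sums as they were, and are no check there. Subtracting free RNA is not among the 14, and in germ-like cells it left 0.25 and −0.0004 at the median rate and 0 and −0.055 (−0.17 to −0.0090) at the largest, so the higher value there does not hold in the 7-day pair. In Sertoli-like and Leydig-like cells 2.62 and 1.81 and 2.04 and 1.65 were left at the median rate. In Leydig-like cells the largest rate left 0.055 and 1.21 when subtracted from both libraries, and 0 and −0.015 when subtracted from the culture alone. The share of macrophage-like cells stayed lower in both cultures, between −2.04 and −1.48 in the 2-day pair and between −1.25 and −0.72 in the 7-day pair. Clustering each library on its own named no such cells in the 2-day culture and gave no value for that pair. The undifferentiated spermatogonia share was between −2.26 and −0.23 in the 2-day pair and between −1.42 and −0.66 in the 7-day pair, and the interval of −0.23 (−0.79 to 0.32) included 0. All values below are log2 ratios, and the cause of a change was not tested unless stated.

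All deposited barcodes moved the germ-like share to −0.13 in the 2-day pair and to 0.27 between the cultures, the unnamed share of the 7-day pair to 0.63, and the proliferation list in Leydig-like cells of the 2-day pair to 0.35. The stricter filter moved the germ-like share to −0.49 and −0.37 in the 2-day and 7-day pairs, to 0.34 in vivo over time and to 0.46 between the cultures. It moved the Sertoli-like share to −0.26 and −0.28, the stromal- or myoid-like share of the 2-day pair to 0.49 and the unnamed share of the 7-day pair to 0.29. It also moved the inflammation list in germ-like cells of the 2-day pair to 0.57 and the Leydig-like proliferation list of that pair to 0.51. Keeping doublet calls moved the undifferentiated spermatogonia share of the 7-day pair to −1.23, the Sertoli maturation list in Sertoli-like cells of that pair to 0.049 and the Leydig-like proliferation list of the 2-day pair to 0.18.

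At resolution 0.5 the Sertoli-like share of the 2-day pair was 0.048, the pachytene share in vivo over time 2.15 and the Leydig-like proliferation list of the 2-day pair 1.0. At resolution 2 the latter was 0.44, and the myoid-like share of the 7-day pair was 0.28. With each library clustered on its own, the germ-like share was −0.41 in the 2-day pair, 0.026 in the 7-day pair, 0.092 in vivo over time and 0.53 between the cultures. The Sertoli-like share of the 7-day pair was −0.47 and the stromal- or myoid-like share of the 2-day pair 0.46. The myoid-like share was 0.33 and 0.42, and in the 7-day pair the undifferentiated share was −1.20 and the differentiating share −0.020. The inflammation list in stromal- or myoid-like cells was 3.98 and 1.99, and the proliferation list in the 2-day pair was 0.89 in Leydig-like and 2.07 in stromal- or myoid-like cells. Giving unnamed clusters their closest class gave 0.048 for the Sertoli-like share of the 2-day pair and 2.15 for the pachytene share in vivo over time, since it adds the low depth cluster to the Sertoli-like cells and the cluster led by haemoglobin genes to the germ-like cells, as resolution 0.5 also did. Without the Sertoli-like cluster with germ cell transcripts, the germ-like share was −0.20 in the 7-day pair and 0.33 in vivo over time. The Sertoli-like share of the 7-day pair was −0.21, and the Sertoli-like proliferation list of that pair 0.017.

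Among cells in named classes the germ-like share was −0.14 in the 2-day pair and 0.27 between the cultures, and the stromal- or myoid-like share of the 2-day pair 0.42. Among somatic cells the Sertoli-like share was −0.85 and −0.79, and the stromal- or myoid-like share 0.13 and 0.69. Both follow from the smaller total.

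For stage shares, at least 2 list UMIs gave −0.91 for the undifferentiated, 0.35 for the differentiating and 0.16 for the early prophase list in the 2-day pair. In the 7-day pair it gave 0.044 for early prophase and 0.69 for pachytene, and over time pachytene was 1.0 in vivo and 1.76 in culture. At least 5 list UMIs gave −1.96, 0.78 and 0.63 for the first 3 lists in the 2-day pair, −0.36 for the differentiating and 0.13 for the early prophase list in the 7-day pair, and 7.15 for pachytene between the cultures. Since 0 cells of 9 dpp reached that limit, it gave no value for pachytene in the 2-day pair and in vivo over time. Thinning to 1000 UMIs gave −2.03, 0.77, 0.63 and 1.19 for the 4 lists in the 2-day pair, −0.27 for the differentiating and 0.12 for the early prophase list in the 7-day pair, and 5.03 and 4.90 for pachytene over time in vivo and in culture. No thinning gave −0.11 for the differentiating, −0.073 for the early prophase and −1.97 for the pachytene list in the 2-day pair. In the 7-day pair it gave −0.0007 for early prophase and −0.026 for pachytene, and over time pachytene was −0.11 in vivo and 1.83 in culture. Without thinning, deeper libraries pass the limit more often, as equal simulated shares at −0.63 showed. Depth therefore limits what the stage shares can show. Subtracting the Sertoli-like share gave −0.23 for the undifferentiated, 0.36 for the early prophase and 1.32 for the pachytene list in the 2-day pair, and −1.38, 0.068, 0.52 and 1.84 for the 4 lists in the 7-day pair. When the Sertoli-like share left out the cluster with germ cell transcripts, the 2-day pair had −0.38, 0.36 and 1.45 for these 3 lists, the 7-day pair −1.42 for the undifferentiated list, and pachytene 3.72 in vivo over time. The change from −0.23 to −0.38 came from a new random thinning, since that cluster had 0 cells at 9 dpp. The list without Ccnd2 gave −2.26 for the undifferentiated share of the 2-day pair.

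Adding 0.1 to the CPM moved the inflammation list over the whole library to 3.65 and 2.72 in the pairs, 0.12 in vivo over time and −1.19 between the cultures. It moved the list to 3.62 and 2.15 in Sertoli-like, 5.42 and 3.22 in stromal- or myoid-like and 0.58 in germ-like cells of the 7-day pair, and the pachytene list in germ-like cells to 3.29 and 3.10 over time in vivo and in culture. Adding 10 moved the inflammation list to 1.25 and 0.66 over the whole library, −0.59 between the cultures, 0.50 and 0.055 in germ-like, 1.14 and 0.64 in Sertoli-like, 2.00 and 1.37 in Leydig-like and 2.82 and 1.44 in stromal- or myoid-like cells, and the pachytene list to 0.93 and 0.82. A larger constant shrinks ratios of low counts by construction. With no UMI minimum the inflammation list was 0.42 and 0.082 in germ-like, 1.96 and 0.92 in Sertoli-like, 2.00 and 1.52 in Leydig-like and 2.95 and 1.60 in stromal- or myoid-like cells, the pachytene list in vivo over time 2.89, the Sertoli maturation list in Sertoli-like cells of the 7-day pair 0.063 and the macrophage states list of the 7-day pair −0.075. That setting adds genes with few UMIs.

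With cells weighted equally the inflammation list was 1.40 in the whole 7-day pair, −0.88 between the cultures and 3.74 in stromal- or myoid-like cells of the 2-day pair. The pachytene list over time was 1.74 in vivo and 1.73 in culture, the macrophage states list of the 7-day pair −0.29, the early prophase list in germ-like cells of that pair −0.011, and the immediate early and heat shock list in stromal- or myoid-like cells of the 2-day pair 0.044. With TMM factors the last was 0.10, and 0 of the 14 expression results that answer a comparison left their interval. Of the results that answer no comparison, 215 values left their interval without a change of sign, 84 of them with 10 added to the CPM. Pericyte-like cells fell under 50 in a library under the stricter filter, with doublet calls kept, at resolution 0.5 and with separate clustering, which gave no named genes there.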

Other observations

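The tests of dissociation, of myoid-like cells, of free RNA in Sertoli-like and Leydig-like cells, of a subtraction from the culture alone, of the copies of Gm10260 and Gm8797, of intact Sertoli-like cells at low depth, of early prophase UMIs in Sertoli-like cells and of the share without their cluster were chosen only after the result was seen.

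The inflammation list was higher over both whole cultures. If more macrophages were the cause, removing them would remove the difference. Macrophage-like cells held 0.272% of the UMIs in the 2-day culture and 0.481% at 9 dpp. In the 7-day culture 19 deep cells held 1.89%, against 0.762% at 14 dpp, so their UMI share was higher there although their share of cells was lower. Without these cells the median log2 ratios were 2.12 in the 2-day pair and 1.23 (1.05 to 1.37) in the 7-day pair, so they are not the whole cause in either pair. The changed mixture of classes alone gave 0.00 and 0.13, far under the observed values of 2.45 and 1.61. That mixture kept stromal-like and myoid-like cells apart, although their split was not stable. Myoid-like cells held 0.03% of the UMIs in the 2-day culture and 6.50% at 9 dpp. The mixture with the merged class was not computed. Stress during dissociation can raise immediate early genes. In stromal- or myoid-like cells, where inflammation was highest of the 4 classes, the immediate early and heat shock list stood at −0.047 in the 2-day pair, with 7 genes higher and 11 lower, and at 0.81 in the 7-day pair. Over the whole 2-day pair that list stood at 0.44, and in Leydig-like cells of that pair at −0.47. A median near 0 over genes that go both ways decides nothing, and the whole library and Leydig-like cells had opposite signs. Dissociation thus cannot be told apart from culture in either pair, because each group was dissociated once. A response of the tissue to culture stays open and was not tested.

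In germ-like cells the inflammation list was slightly higher in culture, and free RNA of stromal- or myoid-like cells is a candidate source. The 10 stromal-like markers appeared in germ-like cells at a median of 1.07% of their stromal- or myoid-like level in the 2-day culture, 0.350% in the 7-day culture, 0.611% at 9 dpp and 0.350% at 14 dpp. Among the most abundant, Dcn had 4201 CPM in stromal- or myoid-like cells of the 2-day culture and 29.6 CPM in germ-like cells. After subtracting these rates the median of the 7-day pair was −0.0004 (−0.085 to 0.13), and with the largest rate of a single marker it was −0.055 (−0.17 to −0.0090), so free RNA could account for it. In the 2-day pair 0.25 (0.11 to 0.49) was left, and 0 with the largest rate of a single marker, so free RNA and a response of germ-like cells cannot be told apart there, since the rate is not known well enough. In Sertoli-like cells 2.62 and 1.81 were left at the median rate. With the largest rate subtracted from the culture alone, 2.05 (1.80 to 2.44) and 0.98 (0.62 to 1.23) were left, so free RNA is not the whole cause there. In Leydig-like cells 2.04 and 1.65 were left at the median rate, which was 14.3% in the 2-day culture and 9.33% in the 7-day culture. The largest rate of a single marker was 44.4% in the 2-day culture and 38.9% in the 7-day culture. Subtracting the largest rate of each library left 0.055 (0 to 0.78) and 1.21 (0.73 to 1.65). With the largest rate subtracted from the culture alone, 0 and −0.015 (−0.27 to 0.40) were left. In germ-like and Sertoli-like cells of the cultures the highest marker rate was 2.31%. Leydig-like cells may express the markers themselves, and their rate is then not one of free RNA. What was left at the median rate argues against free RNA as the whole cause, unless its rate was far higher in Leydig-like cells. Lcn2 had 342 and 118 CPM in Leydig-like cells of the cultures, above the 274 and 17.4 CPM of stromal- or myoid-like cells. Saa3, Ccl2, C3 and Cxcl5 were lower than there in both cultures. How much free RNA adds cannot be told.

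Myoid-like cells numbered 5 and 7 in the cultures when the libraries were clustered together. With each library clustered on its own they were 16.2% of the 2-day culture (15.4% to 17.1%), and 1091 of the 1116 cells of a jointly made stromal-like cluster were among them, so joint clustering of libraries that differ in many genes may account for their near absence. Whether myoid cells changed in culture was not tested further.

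Gm10260 was higher in culture in each of 4 classes, with log2 ratios from 5.11 to 6.13 over 4 classes and both pairs. Its transcript is 99.1% identical to that of Rps18 over 97.1% of its length. Gm8797 was lower in culture in each of them, from −3.63 to −2.61, and is 98.2% identical to Ubb over 78.4% of its length. If a fixed share of the reads of the copy were assigned to the gene, the gene would keep its proportion to the copy. The log2 change of that proportion closest to 0 was 5.66 (5.18 to 6.15) for Gm10260 and −2.63 (−3.30 to −1.97) for Gm8797, which argues against a fixed share. A share that differs between the mice used, as a variant in the copy would give, predicts the same proportion in all classes of a library. Gm10260 had 10.1% to 10.8% of the Rps18 UMIs over the 4 classes of the 2-day culture and 0.146% to 0.163% at 9 dpp. The largest proportion was at most 1.07 times the smallest among the classes of a culture for Gm10260, and 1.10 times among those of an in vivo library for Gm8797. On the side where each gene had few UMIs the spread was wider. Gm10260 had 0.106% (10 UMIs) to 0.166% (35 UMIs) over the classes at 14 dpp. Gm8797 had 0.541% (170 UMIs) to 0.832% (20 UMIs) over those of the 2-day culture. Such a variant may therefore account for both genes. A change of both genes by culture stays open and was not tested.

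The low depth cluster of the 2-day culture held 486 of its cells, with a median of 1189 UMIs, and its closest class by markers was Sertoli-like. Damaged cells that kept mostly nuclear RNA would be rich in Malat1. The Malat1 share of UMIs was 0.33 of that of Sertoli-like cells of the same library, which argues against this, although the mitochondrial share was lower too, at 3.56% against 5.75%. Intact Sertoli-like cells at low depth would have the Malat1 share of other Sertoli-like cells of few UMIs. The share was 0.21 (0.19 to 0.23) of that of the 116 Sertoli-like cells under 3000 UMIs, which argues against this too. The cells had Sertoli-like markers at a median of 1.21 times the level of Sertoli-like cells, and haemoglobin genes took 0.171% of UMIs against 0.00175%. Fragments of Sertoli cells that lost the nucleus fit a low Malat1 share and may be a source, but that was not tested apart from these values.

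Early prophase UMIs reached the limit in 24.7% of Sertoli-like cells at 14 dpp. Free RNA would give all Sertoli-like clusters a like share, but it was 72.3% (67.2% to 77.0%) in 1 cluster and 1.20% (0.521% to 2.36%) in another, which argues against it. Cells sequenced together with germ-like cells would have more UMIs and a smaller share of Sertoli-like markers. The cells above the limit had a median of 16812 UMIs against 9697, and the marker share was 0.64 of that of the others. Joint capture of Sertoli and germ cells may thus explain that cluster, and it matters for the Sertoli-like cells of the 7-day pair. Without the cluster the log2 ratio of their share was −0.21 in place of −0.65, and their proliferation list had 0.017 in place of −1.31.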
